A study of Mus musculus with 8 samples. Its data were reported in "The Role of Eif6 in Skeletal Muscle Homeostasis Revealed by Endurance Training Co-expression Networks" (2017).

How the data were processed

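Soleus muscle was taken from mice with 1 disrupted copy of *Eif6*, the gene for eukaryotic translation initiation factor 6 (Eif6+/-), and from wild-type (WT) mice. Each of 8 two-colour Agilent mouse arrays carried cRNA from 1 Eif6+/- mouse labelled with Cy5 and cRNA from 1 WT mouse labelled with Cy3, so 16 mice were measured and none was pooled. There were 4 arrays of young mice, 8 to 16 weeks old per the labels, and 4 arrays of mature mice, 16 to 20 weeks old. The study's methods give the same span for young mice. Only a remark in the labels gives a younger span for the mice used in the publication, which stays at odds with both. Eif6+/- mice were matched to WT mice of their age group at random, so a pair number has no meaning across ages. The sex of the mice is not in the labels, while the study's methods describe young male mice. Whereas the study's methods describe Cy3-labelled cRNA, the labels and the scanner files hold both colours, and the files were read as such.

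The deposited scanner files hold, per the file headers, the median pixel intensity of every spot and of its local background in each colour, with no background subtraction or dye normalisation. They also hold the processed intensity of each colour, which the authors obtained with the Agilent Feature Extraction software by background subtraction, spatial detrending and within-array dye normalisation, and the log10 ratio of Cy5 over Cy3 made from these. The authors also deposited a matrix of log2 ratios. The study's methods name log2 transformation and quantile normalisation. The matrix was compared with ratios computed from the scanner files and departed from that description. It equalled the log2 ratio of Eif6+/- over WT after loess normalisation without background correction. The correlation across spots was at least 0.999998 on each array, and the largest gap was 0.0153.

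Values were recomputed from the scanner files with limma 3.58.1 and statmod 1.5.0 in R 4.3.3. Median foreground and background signals were used, because the files hold no mean signal, which had been the choice made before the data were examined. Background was corrected with normexp and an offset of 50, and each array was normalised within itself by loess, with control spots given weight 0. Spots that the software marked as non-uniform or as outliers of their replicates were left out, and spots of the same probe were averaged. A probe was tested when it was well above background in all arrays of at least 1 of the 4 groups of genotype and age and had a value on at least 3 arrays of each age. A probe with several spots counted as above background when at least 50% of them did. Of 55681 probes, 24094 were tested and 31587 were not.

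Gene symbols came from a RefSeq gene table (assembly GRCm38.p6), matched on the RefSeq transcript accession that the scanner files give for a probe, without its version. This named 27656 probes (49.7%) for 20972 genes. The table was used for names and for the order of neighbouring genes only. Where several probes represented a gene, the probe with the highest mean intensity stood for it.

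For each probe, limma (lmFit and eBayes) was fitted to the log2 ratios of all 8 arrays with 1 mean per age, and the young mean, the mature mean, their average and their difference were tested against 0. Age was compared within each genotype in a separate-channel fit (lmscFit) after Aquantile normalisation of the intensities, with an intraspot correlation of 0.156 estimated on 3000 probes drawn at random. This fit held 24047 probes. P-values were adjusted by the Benjamini-Hochberg method within each comparison, and probes with an adjusted p under 0.05 are said to pass the threshold. Gene lists were written before the data were examined and tested with camera at a preset correlation of 0.01, with fry and camera at an estimated correlation beside it. The lists covered pathways, slow and fast muscle fibres, fat, blood, nerve and immune cells, the clock, handling and heat shock, and genes that the study names for its mouse muscles. There were 22 lists with at least 5 tested genes, and 3 contrasts, so adjustment was over 66 tests. A list of mitochondrially encoded genes matched 0 genes and was left out. Y-linked genes and *Xist* were reported per mouse.

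The genes to be named were set by a rule fixed before the data were examined. For each comparison these were the 3 probes with the largest increase and the 3 with the largest decrease that had a symbol, passed the threshold, moved the same way on each array of the groups compared (for ages, groups that did not overlap), and were well above background on at least 50% of the arrays in both sides. Where none passed, the 3 probes with the smallest p were taken. *Eif6*, and up to 10 genes of the study's list that passed the threshold, were added. The comparisons, tests and most alternatives were also set before the data were examined. A single alternative, the contrast between slow-fibre and fast-fibre genes on each array as a covariate, was added after seeing the data.

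The young, mature, difference and WT age comparisons were tested on simulated data with 200 of 24094 probes changed. The planted changes were at least 1 log2 unit, whereas the median absolute log2 ratio of the young calls was 0.43. Each simulated probe had the same spread at both ages. The simulations therefore could not test the spread that the main fit shares between ages. The average over both ages was not simulated, and in the Eif6+/- age comparison, simulated with 0 changed probes, 0 calls were made. For the young comparison, 95.5% of the changed probes were recovered with 11 false calls. For the mature comparison, 96.5% were recovered with 14 false calls, and for the difference between ages, 87.5% with 13 false calls. For the WT age comparison, 80.5% were recovered and 4.73% of the calls were false when all probes shared 1 intraspot correlation. When each probe kept its own spread, 80% were recovered and 12.1% of the calls were false. The WT age count may therefore hold more false calls than the threshold states. With 0 changed probes and 0 calls, the Eif6+/- simulation leaves this open for its own count. Of 100 unchanged gene lists, 1 had an unadjusted camera p under 0.05. The simulated probes were independent of each other, so this could not show false calls from correlation between the genes of a real list. A SAM-type permutation test, written for this purpose, made 520 calls at 5% FDR on 5000 simulated probes of which 500 were changed.

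Alternatives covered background correction, normalisation, the filter on dim probes, the handling of the spread, the threshold, 1 probe per gene, the deposited ratios, the study's own type of test on quantile-normalised channels, and the omission of each array in turn. Trends with the GC content of the probes were not examined, because the files hold no probe sequences. The number of arrays per group, 4, limits the precision of all comparisons. Figures were drawn with matplotlib 3.10.9, and tables were joined with pandas 2.3.3 in Python 3.11.15.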

Results

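The data were 8 two-colour arrays, 4 of young and 4 of mature mice, each comparing the soleus of 1 Eif6+/- mouse with that of 1 WT mouse. All 8 arrays lay on 1 slide and were read in 1 scan. Young and mature pairs lay in different rows of the slide, so age and row cannot be told apart. In the WT (Cy3) channels, 17106 to 24842 of 55681 probes were well above background, and in the Eif6+/- (Cy5) channels 23762 to 28688 were. There were 0 saturated spots, and 0.428% to 0.454% of spots per array were left out for poor quality. The log2 ratios of the spike-in controls correlated with their known ratios at 0.949 to 0.994, with slopes of 0.720 to 0.841. The software's scale factor for the Cy3 channel was 2.05 to 3.53 on the young arrays and 2.27 on the array of mature pair 1, against 0.986, 0.949 and 0.981 on the arrays of mature pairs 2, 3 and 4. No array had its dyes exchanged. A dye effect that is specific to a gene was therefore not separable from genotype within an age, and cancels only in the difference between ages and in age comparisons within a genotype.

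The targeted gene was examined first. *Eif6* (probe A_52_P85864) was lower in Eif6+/- than in WT soleus on 8 of 8 arrays. Its mean log2 ratio was -0.85 ± 0.22 (SD, n = 4) in young mice (limma adjusted p = 0.00485), which is 55.5% of the WT level. In mature mice it was -0.82 ± 0.20 (SD, n = 4; adjusted p = 0.0213), or 56.8% of the WT level. A second *Eif6* probe, A_55_P1989013, gave -0.87 ± 0.17 (SD, n = 4) and -0.88 ± 0.22 (SD, n = 4). Mature and young ratios differed by 0.03 (limma adjusted p = 0.925), less than the spread between replicates. Among the alternatives, centring each array on its median moved the young ratio most, to 0.17, below the median of 0.61 that all tested probes had under that centring. The adjusted p in mature mice rose above 0.05 without young array 1 (0.0548) and without mature array 1, 2, 3 or 4 (0.127, 0.177, 0.0934 and 0.142), with mean ratios between -0.87 and -0.72.

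**Figure D1:**
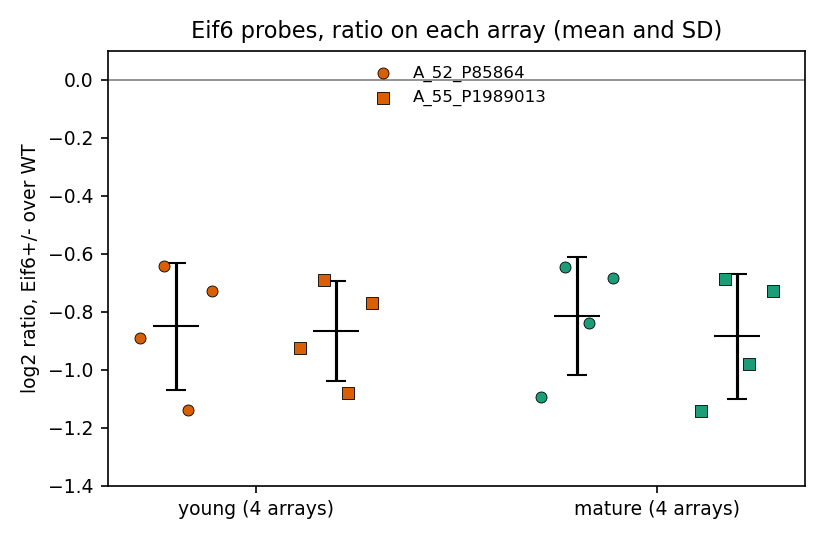
Log2 ratio of Eif6+/- over WT (vertical axis) for each of 2 *Eif6* probes on the 4 young and 4 mature arrays, with horizontal lines for the mean and bars for the SD. All points lie below 0, between -1.14 and -0.64, in loess-normalised data; under median centring the young mean of probe A_52_P85864 was 0.17.

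In young mice, the group that the study used, the comparison asked which transcripts differ between Eif6+/- and WT soleus. Of 24094 probes, 4905 (20.4%) passed the threshold, 3109 higher and 1796 lower in Eif6+/-. At an unadjusted p under 0.05 there were 8808. The passing probes represented 3247 named genes. In 427 of the 4905, the signal of 1 genotype was above background on none of the young arrays, so that ratio is a bound. Over the alternatives the count ranged from 0, with each age fitted alone, to 17956 with median centring (17871 higher and 85 lower), which gave the tested probes a median of 0.61. The count was 1114 without young array 1, 812 without young array 2, 2662 without young array 3 and 8307 without young array 4.

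The 4 young arrays were not alike. Across the tested probes, which are not independent replicates, the ratios of young arrays 1, 2 and 3 correlated with each other at r = 0.711, 0.699 and 0.656. Those of young array 4 correlated with them at 0.145, 0.200 and -0.190. The mature arrays correlated with each other at 0.274 to 0.572. Of the 8307 probes that passed without young array 4, 56.9% had the same sign on that array. With young array 1, 2 or 3 left out, the share was 98.4%, 96.1% or 88.1%. Over all tested probes, the share with the sign of the other 3 young arrays was 76.3%, 76.1%, 68.4% and 52.9% for young arrays 1 to 4.

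The largest increases in young Eif6+/- mice among the probes that met the naming rule were *Fhl2* (2.31 ± 1.36, SD, n = 4; adjusted p = 0.00782), *Tnnt1* (2.28 ± 1.73; adjusted p = 0.0138) and *Myl3* (2.20 ± 1.43; adjusted p = 0.00945). The largest decreases were *Mss51* (-3.37 ± 2.17; adjusted p = 0.0117), *Myh4* (-3.23 ± 0.92; adjusted p = 0.00302) and *Actn3* (-2.94 ± 1.63; adjusted p = 0.00647). All 6 moved the same way on 4 of 4 young arrays, but each changed less on young array 4 than on every other young array. On young array 4 the ratios were 0.50 for *Fhl2*, 0.0165 for *Tnnt1* and 0.41 for *Myl3*. They were -0.32 for *Mss51*, -1.93 for *Myh4* and -0.58 for *Actn3*. *Tnnt1* and *Myl3* belonged to the slow-fibre list, and *Myh4* and *Actn3* to the fast-fibre list. *Tnnt1* (without young array 1 or 2; 2.42 and 1.93), *Myl3* (without young array 2; 1.88) and *Mss51* (without young array 1 or 2; -2.89 and -3.39) no longer passed the threshold. With a trended and robust spread *Myh4* (adjusted p = 0.0995) and *Actn3* (0.254) did not pass. With each age fitted alone, 0 probes passed in young mice.

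In mature mice, 109 of 24094 probes (0.452%) passed the threshold, 82 higher and 27 lower in Eif6+/-, and 4601 had an unadjusted p under 0.05. Of these 109 probes, 78 also passed in young mice, all with the same sign. The signal of 1 genotype was above background on none of the mature arrays in 25 of the 109. The count was 1, 11, 429 and 672 without young array 1, 2, 3 and 4, and 1, 0, 4 and 1 without mature array 1, 2, 3 and 4. Other probes for the same genes were available 50 times, and 56% of them had the sign of the probe that passed. For the 109 probes with the smallest p in young mice, the share was 85% of 40 other probes.

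Under the naming rule, *Gm826* (0.99 ± 0.30, SD, n = 4; adjusted p = 0.0164), *Slc25a4* (0.77 ± 0.19; adjusted p = 0.0472) and *Gmnn* (0.76 ± 0.20; adjusted p = 0.0164) increased most in mature Eif6+/- mice. Besides *Eif6*, *Rprd1b* (-0.78 ± 0.25; adjusted p = 0.0384) and *Rbbp9* (-0.70 ± 0.12; adjusted p = 0.0289) decreased most. All had 1 direction on 4 of 4 mature arrays. *Eif6*, *Gm826*, *Rprd1b* and *Rbbp9* lie close together on 1 chromosome, the last 3 among the 200 tested genes nearest to *Eif6*. With each array left out in turn, these genes no longer passed in 4 to 6 of 8 fits, and their values stayed between 0.68 and 1.13 for those that increased and between -0.89 and -0.65 for those that decreased. *Gm826* lost its call without young array 1 or mature array 1, 2 or 4, as *Gmnn* did. *Rbbp9* lost it without young array 1 or any 1 mature array, and *Slc25a4* and *Rprd1b* without young array 1 or 2 or any 1 mature array. With a trended and robust spread none of the 6 passed (adjusted p = 0.149 to 0.165). With quantile normalisation only *Gm826* did, *Slc25a4* (0.187), *Gmnn* (0.0526), *Eif6* (0.0526), *Rprd1b* (0.0526) and *Rbbp9* (0.0724) having lost their calls. *Slc25a4* also did not pass with the processed signals (0.0655) or the strict filter (0.0650), nor *Rprd1b* with median centring (0.152).

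With both ages averaged over 8 arrays, 5352 of 24094 probes (22.2%) passed, 3349 higher and 2003 lower in Eif6+/-. Of the 4905 probes that passed in young mice, 3701 passed here, all with the same sign, as did 108 of the 109 that passed in mature mice. At an unadjusted p under 0.05 there were 8931. The named increases were *Myl3* (1.42, SE 0.28, adjusted p = 0.00902), *Tnnt1* (1.38, SE 0.34, adjusted p = 0.020) and *Rspo3* (1.02, SE 0.16, adjusted p = 0.00465). The named decreases were *Actn3* (-2.45, SE 0.32, adjusted p = 0.00285), *Myh4* (-2.19, SE 0.19, adjusted p = 0.00103) and *Pvalb* (-1.71, SE 0.32, adjusted p = 0.00718). Each of the 6 had 1 direction on 8 of 8 arrays. On young array 4, however, *Tnnt1* (0.0165) and *Pvalb* (-0.0860) were nearly unchanged. The ratios there were 0.41 for *Myl3*, 0.52 for *Rspo3*, -0.58 for *Actn3* and -1.93 for *Myh4*. *Tnnt1* no longer passed without young array 2 (1.21) or mature array 2, 3 or 4 (1.38, 1.36 and 1.34). With a trended and robust spread, *Actn3* (adjusted p = 0.179), *Myh4* (0.107), *Pvalb* (0.0572) and *Tnnt1* (0.0547) did not pass, nor did *Pvalb* with median centring (0.0707). The count ranged from 374 (141 higher and 233 lower), with a change of at least 1.5-fold required, to 17290 (17196 higher and 94 lower) with median centring. It was 3028 and 3187 without young arrays 1 and 2, 3133 and 3072 without mature arrays 1 and 2, and 8084 without young array 4.

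Whether the genotype difference itself changed with age was tested as the difference between the mature and the young ratios. With limma, 0 of 24094 probes passed the threshold, the smallest adjusted p was 0.183, and 3682 probes had an unadjusted p under 0.05. The count was 0 in each fit that left out 1 array, except without young array 4, when 3085 passed. On the software's processed signals 2 passed, *Tac4* (-2.49) and the unnamed probe A_30_P01028884 (-1.92), both singled out after their values were seen. With median centring 8095 passed, 31 higher and 8064 lower in mature mice. The probes with the smallest p were *Mrtfa* (1.03 higher in mature, SE 0.14), *Mamstr* (0.81 higher, SE 0.11) and *Klf15* (-0.89, SE 0.13), all with an adjusted p of 0.183 and with young and mature values that did not overlap. These 3 passed without young array 4 (1.15, 0.85 and -0.998).

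**Figure D2:**
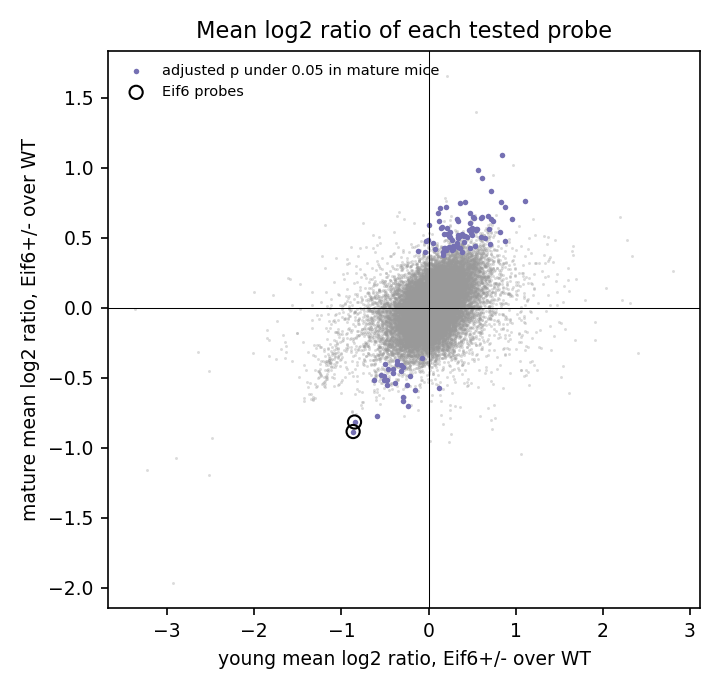
Mean log2 ratio of Eif6+/- over WT in young mice (horizontal axis, 4 arrays) against mature mice (vertical axis, 4 arrays). Each grey point is 1 of 24094 tested probes, purple points are the 109 probes that passed the threshold in mature mice, and circles mark the *Eif6* probes.

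The profiles of the separate sets of young and mature mice were then compared. Across the 24094 tested probes, which are not independent replicates, the mean young and mature ratios had Pearson r = 0.418 and Spearman rho = 0.421, and 64.5% of the probes had the same sign at both ages. Single young and mature arrays correlated at -0.04 to 0.492. The dye arrangement was the same on all arrays, so a dye effect shared by both ages is not separable from these values. Median centring moved the mean correlation most, to 0.715.

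Within WT mice, where both sides carried Cy3, 7528 of 24047 probes (31.3%) differed between mature and young mice, 4095 higher and 3433 lower in mature. Named increases were *Scd1* (3.35, SE 0.39, adjusted p = 4.55e-05), *Hp* (3.30, SE 0.46, adjusted p = 0.000186) and *Cyfip2* (3.03, SE 0.33, adjusted p = 2.86e-05). Named decreases were *Pvalb* (-3.46, SE 0.64, adjusted p = 0.00132), *Mybph* (-2.62, SE 0.47, adjusted p = 0.00103) and *Rnu1b6* (-2.39, SE 0.37, adjusted p = 0.000404). Young and mature WT values of these 6 genes did not overlap, with 4 mice per age, and all 6 passed in each fit that left out 1 array. *Pvalb*, a gene of the fast-fibre list, had a log2 intensity of 14.66 in the WT mouse of young pair 4. It was 18.57 to 19.08 in the other young WT mice, against a mature WT mean of 14.29. Its decrease thus came almost wholly from those other young WT mice. How far muscle composition contributes to the count of this comparison was not tested. The count ranged from 3732, with Cy3 analysed alone, to 13508 without the filter on dim probes (5878 higher and 7630 lower), and was 4997 without mature array 4. In simulated data with the spread of each probe kept, 12.1% of the calls of this comparison were false.

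Within Eif6+/- mice, 3255 of 24047 probes (13.5%) differed between ages, 1635 higher and 1620 lower in mature. *Cyfip2* (2.46, SE 0.33, adjusted p = 0.000312), *Scd1* (2.30, SE 0.39, adjusted p = 0.00159) and *Hp* (2.16, SE 0.46, adjusted p = 0.00687) were the named increases. *Ddit4* (-2.21, SE 0.49, adjusted p = 0.00839), *Rnu1b6* (-1.93, SE 0.37, adjusted p = 0.00363) and *Actn3* (-1.92, SE 0.58, adjusted p = 0.0387) were the named decreases. Young and mature Eif6+/- values of these 6 genes did not overlap. *Actn3* no longer passed without young array 2 or 3 or any 1 mature array, with values of -2.12 to -1.70, nor without the filter on dim probes (adjusted p = 0.0654). The count was 1564, 1568 and 1587 without mature array 2, 3 and 4, and rose to 6053 (2985 higher and 3068 lower) with Cy5 analysed alone. Whether the WT and Eif6+/- age effects differ is the same question as the difference between mature and young ratios, for which 0 probes passed.

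Gene lists were tested for shifts relative to all other genes. With camera at its preset correlation, 21 of 66 tests passed the threshold after adjustment, 8 in young mice, 4 in mature mice and 9 for the difference. The list tests depended on the assumed correlation between genes: with fry 2 remained, both for the ubiquitin proteolysis list (young, adjusted p = 0.0360, and difference, adjusted p = 0.0163), and with an estimated correlation 0 of 66 passed, against 25 with an unadjusted camera p under 0.05. The direction of each test that passed, which is relative to all other genes, held under the scaling alternatives that were run, except that those of the cytosolic ribosome, ubiquitin proteolysis, lysosome and fat-cell lists changed with median centring.

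In young mice the slow-fibre list had a median log2 ratio of 1.91 over 9 genes (adjusted p = 0.00409; higher on 3 of 4 arrays) and the fast-fibre list one of -1.30 over 12 genes (adjusted p = 5.41e-07; lower on 3 of 4 arrays). The glycolysis list (-0.67, adjusted p = 0.000488) was lower and the fat-cell list (0.74, adjusted p = 0.00907) higher on 4 of 4 arrays. The blood list (-0.58, adjusted p = 0.0125) and the immune-cell list (-0.17, adjusted p = 0.0487) were lower on 3 of 4 arrays. Small shifts passed for the cytosolic ribosome list (-0.04, adjusted p = 0.00902; lower on 3 of 4 arrays) and the ubiquitin proteolysis list (-0.04, adjusted p = 0.0132; lower on 4 of 4). Without young array 3 the cytosolic ribosome list had a median of 0.03 and did not pass. The blood list did not pass without young array 2 or 4 (-0.24 and -0.54), nor the immune-cell list without young array 1 or 3 (-0.17 and -0.10). With a trended and robust spread the slow-fibre list did not pass (adjusted p = 0.0887). The immune-cell list failed in 6 settings that kept all arrays and used camera at its preset correlation (0.0504 to 0.136). Calls were also lost for the cytosolic ribosome list with the processed signals (0.124), quantile normalisation (0.337) or no filter (0.0871), for ubiquitin proteolysis with no filter (0.110), for glycolysis with median centring (0.169) and for the fat-cell list with the strict filter (0.0817) or median centring (0.907). The other 14 lists had adjusted p-values of at least 0.0834. Their medians were 0.07 for nuclear-encoded oxidative phosphorylation, 0.07 for mitochondrial ribosomes, 0.05 for the proteasome, -0.02 for initiation factors, 0.09 for the TCA cycle, 0.01 for the lysosome, -0.04 for extracellular matrix, -0.02 for MAPK signalling, 0.04 for insulin signalling, 0.06 for nerve, -0.04 for the clock, 0.34 for immediate early genes, 0.61 for heat shock and 0.23 for the genes the study names.

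In mature mice the lysosome list (-0.10, adjusted p = 0.00544), the extracellular matrix list (-0.14, adjusted p = 0.00902) and the immune-cell list (-0.27, adjusted p = 0.00309) were lower on 3 of 4 arrays, and the fast-fibre list (-0.40, adjusted p = 0.0334) on 4 of 4. All 4 lost their calls without mature array 1, with medians of -0.04, -0.02, -0.09 and -0.22, and the fast-fibre list also without young array 3 (-0.40). The fast-fibre list did not pass with no filter (adjusted p = 0.0593), the strict filter (0.0529) or a trended and robust spread (0.612) either, nor the extracellular matrix list with median centring (0.121). The other 18 lists had medians between -0.14 and 0.19 and adjusted p-values of at least 0.109. The slow-fibre list had a median of 0.14 (adjusted p = 0.898). In 12 of the 66 tests, none of which passed, the median, the mean and the direction of the test did not share a sign. These were the proteasome, lysosome, insulin signalling and clock lists in young mice, the TCA cycle, ubiquitin proteolysis, slow-fibre and blood lists in mature mice, and the initiation factor, MAPK signalling, insulin signalling and clock lists for the difference.

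The difference between ages passed for 9 lists. It was -1.89 for slow-fibre genes (adjusted p = 0.000488) and 0.84 for fast-fibre genes (adjusted p = 1.14e-06). Glycolysis (0.61, adjusted p = 0.00117), blood (0.62, adjusted p = 0.0152), the cytosolic ribosome (0.08, adjusted p = 0.00305) and ubiquitin proteolysis (0.07, adjusted p = 0.00902) had higher ratios in mature mice. Fat-cell genes (-0.52, adjusted p = 0.0334), immediate early genes (-0.42, adjusted p = 0.00694) and heat shock genes (-0.43, adjusted p = 0.0248) had lower ones. Medians per array did not overlap between ages for the ubiquitin proteolysis and immediate early lists, and overlapped for the other 7. Calls were lost without young array 3 or 4 or mature array 3 or 4 for the fat-cell list (-0.65 to -0.32), without young array 2 or 4 or mature array 2 or 4 for the blood list (0.28 to 0.61), without young array 2 or 3 or mature array 1 or 2 for heat shock (-0.41 to -0.28), without young array 4 for immediate early genes (-0.32) and without young array 3 for the cytosolic ribosome (0.02). With all arrays kept they were lost for the fat-cell list with the strict filter (adjusted p = 0.0817) or a trended and robust spread (0.0652), for the cytosolic ribosome with the processed signals (0.181) or quantile normalisation (0.0591), for ubiquitin proteolysis with no filter (0.0529) and for immediate early genes with median centring (0.384).

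The fibre lists were followed in each mouse as the median log2 intensity of the slow-fibre list minus that of the fast-fibre list. In young WT mice this was -2.25, -4.37, -4.61 and 1.43 for pairs 1, 2, 3 and 4. In mature WT mice it was 0.67, 0.87, 1.21 and 0.83. In Eif6+/- mice it was 1.43, 0.83, 0.44 and 1.52 in the young and 1.44, 1.04, 0.89 and 1.03 in the mature pairs. The SD was 2.80 among young WT mice, against 0.51 among young Eif6+/-, 0.23 among mature WT and 0.24 among mature Eif6+/- mice (n = 4 each). The difference between the slow and fast median ratios was 3.23, 4.72, 4.798 and -0.42 on young arrays 1 to 4, and 0.60, 0.39, 0.40 and 0.47 on mature arrays 1 to 4.

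**Figure D3:**
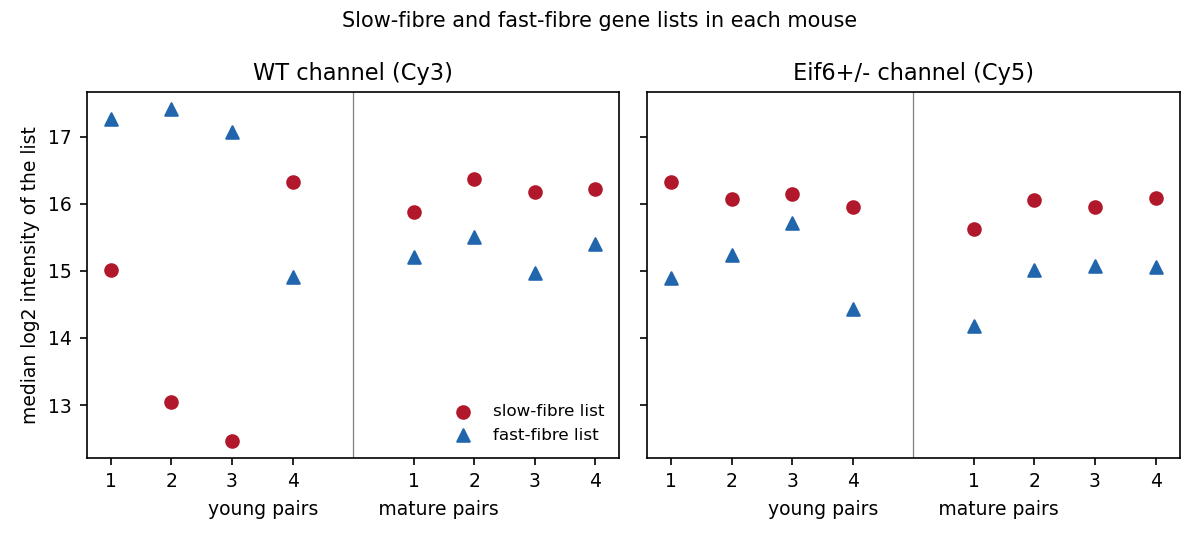
Median log2 intensity (vertical axis) of the slow-fibre list (circles, 9 genes) and the fast-fibre list (triangles, 12 genes) in each WT mouse (left) and each Eif6+/- mouse (right), by pair. The slow-fibre level minus the fast-fibre level is -4.61 to -2.25 in the WT mice of young pairs 1, 2 and 3. In the other 13 mice it is 0.44 to 1.52. The lists hold different probes, so only differences between mice are read.

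Of the 22 genes that the study names for its mouse muscles, 8 passed the threshold in young mice over all probes and 13 adjusted over the list alone. In mature mice 0 passed either way, with limma, and the list's adjusted camera p was 0.564. The study named these genes from transcript, translation and protein measurements, in part on arrays of its mouse muscles. Its energy-metabolism examples and its translation measurements came from gastrocnemius, whereas the arrays here are of soleus. As protein, the study reported SOD1 unchanged and SOD2 higher in Eif6+/- mice. For names that were chosen on arrays, the count adjusted over the list alone is not independent evidence. The 8 genes were *Hdac6* (0.40), *Hdac1* (0.41), *Sirt4* (0.35), *Elob* (-0.39), *Sod2* (0.70), *Pdhb* (0.49), *Hdac7* (0.89) and *Sod1* (0.25), with adjusted p-values from 0.0169 to 0.0481. Each had 1 direction on 4 of 4 young arrays, except *Hdac7* on 3 of 4, and *Elob* was 0.85 with median centring. Both other probes for *Hdac1* and the other probe for *Sirt4* had the opposite sign. Without young array 2 none of the 8 passed. Without young array 1 only *Sirt4* passed, and without young array 3 only *Hdac6*. *Hdac7* also failed without mature array 2, 3 or 4, and *Sod1* without young array 4 or mature array 1, 2 or 4. *Elob* did not pass with the processed signals (adjusted p = 0.0937), nor *Sod1* with these (0.108), without background correction (0.0525), with the deposited ratios (0.0524) or with a trended and robust spread (0.0506).

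The sex-linked transcripts were examined in each mouse. The Y-linked *Eif2s3y* had a log2 intensity of 6.32 in the WT and 6.78 in the Eif6+/- mouse of young pair 1 and of 6.77 in the WT mouse of young pair 4. In all other mice it was 10.29 to 11.14. *Ddx3y* was 6.21, 6.54 and 6.57 in the same 3 mice and 9.36 to 9.88 in the others. *Xist* was well above background in these 3 of the 16 mice only, at 7.54, 7.32 and 7.42, against 5.96 to 6.34 in the others. *Kdm5d* was above background in 0 mice, and *Uty* (5.99 to 7.30) in some mature mice and the Eif6+/- mouse of young pair 4. On the array of young pair 4 the log2 ratio of Eif6+/- over WT was 3.91 for *Eif2s3y*, 2.90 for *Ddx3y* and -1.29 for *Xist*. On the other 7 arrays these ratios lay between -0.30 and 0.46.

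**Figure D4:**
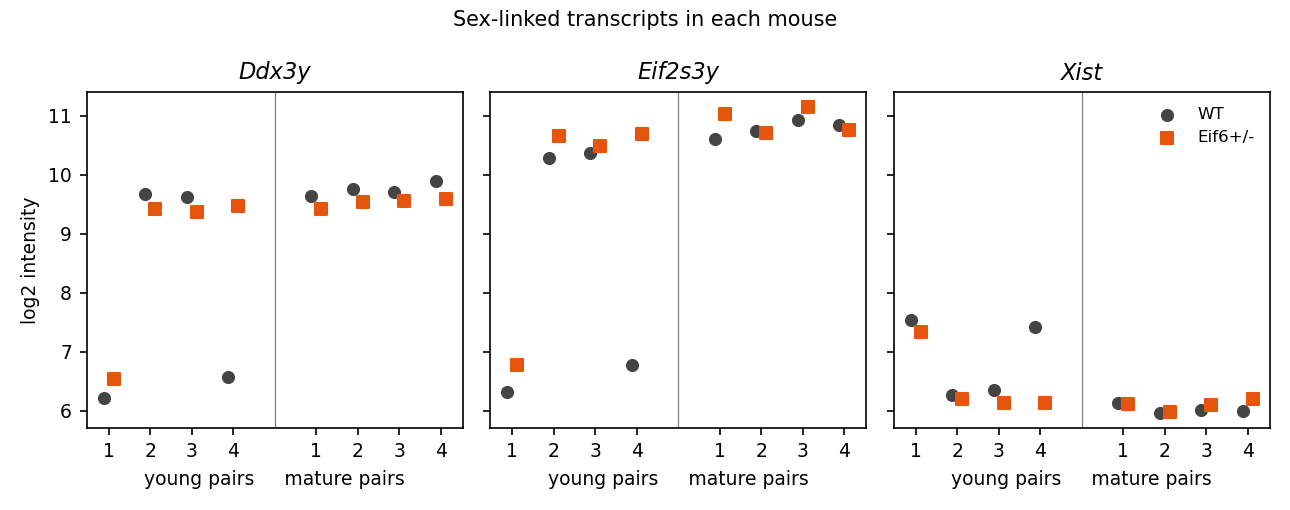
Log2 intensity (vertical axis) of *Ddx3y*, *Eif2s3y* and *Xist* in each WT mouse (circles) and Eif6+/- mouse (squares), by pair. Both mice of young pair 1 and the WT mouse of young pair 4 have *Eif2s3y* at 6.32 to 6.78, below 10.29 to 11.14 in the other 13 mice, and *Xist* at 7.32 to 7.54.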

Values the study reported

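For soleus, the study reported 2,482 genes that were upregulated and 1,846 that were downregulated between WT and *Eif6*+/- mice at an FDR below 10%. It states that these mice have a 50% reduction in eIF6 expression, and that their fibre types are not changed.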

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

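The tests of exchanged labels, dye bias, another muscle, a minor admixture, age or slide row, sex and a genotype effect for the fibre lists, and both tests of the sex-linked genes, were chosen only after the result was seen. Single mice far from the rest of their group, by the size of the gap relative to the range of the group, were found in 8 of 123 groups of 4. Chance alone gives about 1 in 20 groups, and the groups are not independent. A further 9 gene lists differed between ages by a test of the difference.

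The Eif6+/- mouse of young pair 1 was far from the other 3 young Eif6+/- mice in *Ddx3y* (log2 intensity 6.54, others 9.36 to 9.47), *Eif2s3y* (6.78, others 10.49 to 10.69) and *Xist* (7.32, others 6.12 to 6.19). The WT mice of young pairs 1 and 4 had the same profile. Low signal on the array is argued against by the WT channel of young pair 4, in which 20293 probes were well above background, within the 17106 to 24842 of the other WT channels. The Eif6+/- channel of young pair 1 had 28688, the most of its colour. On the array of young pair 4, where the mice of the pair differ, *Eif2s3y* had a log2 ratio of 3.91 and *Xist* one of -1.29, opposite in sign. A candidate explanation is therefore that these 3 mice were female and the other 13 male. The study's methods describe young male mice, which this profile goes against, and the labels give no sex. An error in the identity of single samples stays open beside it. The young comparison would then pair unlike sexes on 1 of 4 arrays, and the ages would differ in the sex of their mice. Outside the fibre lists, sex stays open as an untested contributor to these comparisons.

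The WT mouse of young pair 4 was far from the other young WT mice in *Pvalb*, a gene of the fast-fibre list (log2 intensity 14.66, others 18.57 to 19.08). The *Pvalb* ratio of its array was -0.0860, against -3.59 to -3.12 on the other young arrays. This belongs to the wider pattern of the fibre lists, in which the difference between ages was -1.89 for slow-fibre genes and 0.84 for fast-fibre genes. The tables argue against exchanged WT and Eif6+/- labels, since the highest *Eif6* ratio of the young arrays was -0.64, below 0. They argue against gene-specific dye bias as the whole cause, since the median ratio of the slow-fibre list ranged over 3.92 between arrays with the same dye arrangement, against an SD of 0.22 among the mature arrays. They also argue against a minor share of another muscle in the WT samples of young pairs 2 and 3. Their slow-fibre list lay -3.12 and -3.70 from the mature WT mean (SD 0.21), which would need at least 88.5% and 92.3% of the RNA to be replaced by RNA without these genes. In the WT sample of young pair 1 the list lay -1.14 from that mean, or 54.7%, too close to an equal mixture to decide, and in pair 4 it lay 0.17 from it. Compared between mice, *Myh7* had a log2 intensity of 15.36, 13.89 and 12.93 in WT pairs 1 to 3 and 18.06 in pair 4, and *Myh4* one of 18.78, 18.69 and 18.77 in pairs 1 to 3 and 14.44 in pair 4. The tables argue against age or slide row as the whole cause. The slow minus fast level of the young Eif6+/- mice, of the same age and on the same arrays, differed by -0.66 at the lowest from the mature mean of their genotype, against -3.14, -5.27 and -5.50 in the WT mice of pairs 1 to 3, and 0.54 in WT pair 4. They argue against the sex of the mice as the whole cause as well. The WT mice of young pairs 2 and 3, both with Y-linked signal, had levels of -4.37 and -4.61, against 0.44 to 1.52 in the other 11 mice with that signal, and the 2 WT mice without it had -2.25 (young pair 1) and 1.43 (young pair 4).

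What stays open for the fibre lists is mainly the tissue. The slow minus fast level varied 5.44 times as much among the young WT as among the young Eif6+/- mice, as a different muscle, or a different part of a muscle, in some WT samples would produce. A candidate explanation is that the WT samples of young pairs 2 and 3 were largely, and that of pair 1 at least in part, fast muscle. All 9 slow-fibre and 12 fast-fibre genes were above background on all arrays, so both lists are expressed in every sample here. A genotype effect on fibre type in young mice cannot be told apart from this with 4 pairs: it would give 1 sign on all young arrays, and the slow minus fast ratio of young pair 4 was -0.42 against 3.23 to 4.798 on the others, but a single array does not exclude it.

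Among the other lists, the difference between ages was 0.61 for glycolysis, 0.62 for blood, 0.0811 for the cytosolic ribosome, 0.0739 for ubiquitin proteolysis, -0.52 for fat-cell genes, -0.42 for immediate early genes and -0.43 for heat shock genes. Of all 35 splits of the 8 arrays into groups of 4, the real one included, 8 gave at least as many lists as the real split (9, adjusted within the contrast), so chance cannot be excluded for this number of lists. In young mice 3 of the 8 possible sign changes of the 4 arrays gave as many lists as observed (8, adjusted in the same way), and in mature mice, with 3 lists, 8 of 8 did. With only 8 sign changes, the share can never be under 0.05. With fry, the ubiquitin proteolysis list was the only 1 of the 9 to pass. The dye arrangement cancels in this difference. The contribution of muscle composition, sex, handling at death and slide position to these lists was not tested, and an effect of age on the genotype difference stays open as well.

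The MAPK signalling list had a median ratio of 0.0351 on young array 3, against -0.0525 to -0.0410 on the other young arrays. *Scd1* had a log2 intensity of 11.43 in the Eif6+/- mouse of mature pair 1 (others 12.004 to 12.06), and *Hp* one of 8.72 in the Eif6+/- mouse of young pair 1 (others 10.76 to 11.07). No explanation, technical or biological, was tested for these 3 values.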

How the results depend on the processing

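The slow minus fast ratio as a covariate was added only after the results had been seen, and the other alternatives were set before. A count is taken to move when it differs by more than 1.5 times.

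Of the 62 gene and gene-list results under 14 settings and 8 fits that left out 1 array, 848 values kept their direction and their side of the threshold, 203 lost a call, 4 gained one and 7 changed direction. The gene lists account for 88 of the lost calls. All 12 values named for age within a genotype kept their calls when each colour was normalised by quantiles or analysed alone.

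Median centring, which ignores the dependence of the ratios on intensity, gave the highest counts after adjustment for the genotype comparisons and for gene lists. In mature mice the methods' t-test before adjustment gave more, 5663. Median centring moved the median of the tested probes to 0.61 in young mice and 0.21 in mature mice. The counts became 17956 (young), 5213 (mature), 17290 (both ages) and 8095 (difference), the correlation of young and mature ratios 0.715, and the number of gene-list calls 33. Of the first 3 counts, 99.5% each were higher in Eif6+/-, and of the difference 0.383% were higher in mature mice. The young *Eif6* ratio became 0.17, still under the median, and *Elob* in young mice 0.85. The test direction also changed for the cytosolic ribosome (1.22) and ubiquitin proteolysis (0.85) lists in young mice, for the lysosome list in mature mice (0.26), and in the difference for the cytosolic ribosome (-0.55), ubiquitin proteolysis (-0.48) and fat-cell (-0.90) lists. The direction of the test for these results changed under no other alternative, but the median of the cytosolic ribosome list in young mice was also above 0 with quantile normalisation (0.00116) and without young array 3 (0.0312). That the shift lies in the centring follows from its construction, since it is taken over all probes, dim ones included.

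The young count was 0 with each age fitted alone, 7459 at an adjusted p under 0.10, 1260 with at least a 1.5-fold change, 3135 with 1 probe per gene (fewer tests), 7702 with no filter and 239 with the methods' t-test after adjustment. It stayed within 1.5 times in the other alternatives set before that kept all arrays. With each age fitted alone the mature count rose to 1794, and the young *Eif6* ratio of -0.85 no longer passed (adjusted p = 0.0723, over the alternatives 0.000541 to 0.163). That setting has no test of the difference, and its 13 gene-list calls stand against 8 in young and 4 in mature mice with the shared fit, all of which were kept. By construction, the shared fit gives both ages 1 spread per probe. Without background correction the mature count was 291, with the deposited ratios 294, and with quantile normalisation 9. It was 36 with the strict filter, 736 with none, 0 with a trended and robust spread (4458 at an unadjusted p under 0.05), 870 at an adjusted p under 0.10 and 33 with at least a 1.5-fold change. The SAM-type test gave 2587 at 5% and 3767 at 10% FDR, and the methods' t-test 5663 before and 630 after adjustment. *Eif6* in mature mice was -0.82 in both cases but did not pass with quantile normalisation (adjusted p = 0.0526) or a trended and robust spread (0.149), in a range of 0.00994 to 0.177 over the alternatives. Apart from changes of the threshold and of the number of probes tested, the cause of these shifts, and of those in the next paragraph, was not tested.

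For both ages the count was 9255 with no filter, 374 with at least a 1.5-fold change and 3257 with 1 probe per gene. For the difference, 2 probes passed on the processed signals. The WT age count was 13508 with no filter and 3732 with Cy3 alone, and the Eif6+/- age count 5120 at an adjusted p under 0.10 and 6053 with Cy5 alone. With fry 2 of the 66 gene-list tests passed, both of the ubiquitin proteolysis list, and with an estimated correlation 0. With the covariate, and fibre-list genes left out, the counts were 5 (young), 1020 (mature), 781 (both ages) and 4 (difference), and *Eif6* in young mice was -0.74 without passing (adjusted p = 0.163).

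Without 1 array, the young count ranged from 812 to 8307, the mature count from 0 to 672, the count over both ages from 3028 to 8084, the difference from 0 to 3085, the WT age count from 4997 to 9524 and the Eif6+/- age count from 1564 to 4034. The young counts were 1114, 812, 2662 and 8307 without young arrays 1, 2, 3 and 4. The mature counts were 1, 11, 429 and 672 without these, and 1, 0, 4 and 1 without mature arrays 1 to 4. Calls left in counts of 5 or fewer were *Rem1* (4 fits) and, without mature array 3, also *Gmnn*, *Sdc4* and *Gm826*, named here after their values were seen. For both ages the counts that moved were 3028 and 3187 without young arrays 1 and 2, 8084 without young array 4, and 3133 and 3072 without mature arrays 1 and 2. The difference moved only without young array 4, the WT age count only without mature array 4, and the Eif6+/- age count without mature arrays 2, 3 and 4 (1564, 1568 and 1587). *Eif6* in mature mice ranged from -0.87 to -0.72 and did not pass in 5 of these 8 fits. *Eif6* in young mice (-0.92 to -0.75), the gene-list count (16 to 21) and the correlation (0.312 to 0.511) held in all 8.

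With pair number as a block, the difference gave 0 probes (4358 at an unadjusted p under 0.05) and the age counts 6905 (WT) and 2754 (Eif6+/-). Pair numbers do not link mice across ages, and the ratios of equally numbered arrays correlated at 0.347, 0.0737, 0.217 and 0.159. Without the array as a block, on quantile-normalised channels, counts were 5465, 105 and 4954 for young, mature and both ages. The ratios within arrays of the same channels gave 5546, 9 and 5135, so the mature count moved. Trends with GC content were not run, as no probe sequences were available, and the spread settings leave the correlation untouched by construction. Signal over background limits the tested set to 24094 probes, with 31587 not tested, and makes 427 young and 25 mature calls bounds, in which 1 genotype never rose above background.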

Other observations

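The tests of neighbouring genes and of false calls at random, the size-matched comparison of probes and the number of random probe pairs were chosen only after the result was seen, and so was the covariate, although its effect was predicted before it was computed.

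With limma at 10% FDR and 1 probe per gene, 3194 genes were higher and 1391 lower in young Eif6+/- mice. The former is higher and the latter lower than the values quoted from the study above. Counted as probes, which is another unit, they were 4606 and 2853. The study's methods name SAM. The SAM-type test on quantile-normalised channels gave 4949 probes higher and 2081 lower at 10% FDR, both above the quoted values. At 5% FDR it gave 3583 and 1199, the former above and the latter below them. Whether the lower count exceeds the study's thus depends on the test, the threshold and the unit.

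The fibre-type composition of the samples was tested as a source of the young count with the slow minus fast ratio of each array as a covariate. Outside the fibre lists, 5 probes passed in place of 4885. Their median absolute log2 ratio fell from 0.43 to 0.25, while the median SE rose from 0.0982 to 0.146, and 94.0% of them kept their sign. The loss is thus in part a loss of precision. The covariate is also tied to young pair 4, where the ratio had another sign. The 5 probes were *Ddx3y*, *Eif2s3y*, *Eif2s3x*, *Gadd45g* and *Nmb*, all with fitted values higher in Eif6+/-. The first 4 were also the 4 probes that passed in the difference between ages, where all were lower in mature mice. All 5 are named after their values were seen. *Ddx3y* and *Eif2s3y* are Y-linked, and *Eif2s3x* is the X-linked counterpart of *Eif2s3y*. With the covariate, the young value is fitted where the slow and fast ratios are equal. Among young arrays, that of pair 4 (-0.42) lies nearest to this. On it *Ddx3y* was 2.90 and *Eif2s3y* 3.91, against -0.26 to 0.46 on the other young arrays. These Y-linked calls thus rest mainly on that array. In mature mice, where the slow minus fast ratio lay between 0.39 and 0.60, all 109 probes remained among 1020. Composition of the WT samples may therefore account for much of the young count. A genotype effect that itself includes fibre type would be removed by the same covariate, so it stays open.

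Chance was examined by other splits of the arrays. For young and for mature mice, 1 of 8 sign changes, the real one, gave as many probes, and a design with 8 sign changes cannot exclude chance. For both ages 1 of 100 sign changes did, with the real one among them. This argues against chance as the source of that count, but not against a dye effect. For the difference between ages, the count of 0 was reached by 35 of 35 splits, as it must be, so this test says nothing about chance. For age within WT and within Eif6+/- mice, 1 of 35 splits each, the real one, gave as many probes. With 35 splits the share can go no lower. The highest count of another split was 2606 in WT and 0 in Eif6+/- mice. This argues against chance, but not against position on the slide, sex or muscle composition. Both genotypes lay on the same arrays, so the results are not independent.

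Gene-specific dye bias was tested for the mature count, because all Eif6+/- samples carried Cy5. A dye effect depends on the probe's sequence, so other probes for the same gene need not share it, whereas a change in the transcript would be seen by most. Only 56% of 50 other probes had the sign of the probe that passed, and 54.2% of 48 without those for *Eif6*. Random pairs of probes from different genes gave a median of 50% and a 95th percentile of 62%. For as many top probes of the age comparisons, in which the dye cancels, the share was 86.3% (WT) and 88.9% (Eif6+/-), and with probes matched in size to the mature calls it was 92.5% and 93.8%. For as many top probes in young mice it was 85%. The mature calls are consistent with dye bias for a large part of the probes. The tables argue against false calls at random as the source of most of them, although these too would give a share near that of random pairs. In the young mice, on other arrays, 95.4% of the 109 had the same sign, against a median of 64.2% and at most 77.1% in 1000 random sets of as many tested probes, and 78 passed there. A dye effect common to all arrays would also produce this. *Eif6*, with both its probes lower, is an exception. The share for the young calls further down the list was not tested.

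Genes near *Eif6* were over-represented among the mature calls. Of the 200 tested genes nearest to it on its chromosome, 8 had a probe that passed, *Eif6* not counted. In 7913 overlapping windows of as many neighbouring genes on other chromosomes the median was 1, the 95th percentile 3 and the highest value 5. The genes were *Rem1*, *Cdk5rap1*, *Cnbd2*, *Gm826* and *Top1*, which were higher, and *Rbbp9*, *Rprd1b* and *Serinc3*, which were lower in Eif6+/-, and all but *Gm826*, *Rprd1b* and *Rbbp9* are named after their values were seen. The number, 8, is in line with a local effect around the edited locus, such as sequence of another strain kept near a targeted allele, or variants under the probes there. No strain variant was examined, as the files hold no genotypes. Such a segment might also contribute to the calls named for mature mice in the report.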
